A study of Mus musculus with 9 samples.

How the data were processed

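Chromatin immunoprecipitation with sequencing (ChIP-seq) of histone H3 trimethylated at lysine 4 (H3K4me3) and at lysine 36 (H3K36me3) was studied through peak lists from mouse spermatocytes taken 14 days after birth. The labels name 9 libraries in 6 groups, with 2 H3K4me3 libraries and 1 H3K36me3 library for each of 3 genotypes. Per the labels' protocols, nuclei were fixed with formaldehyde, chromatin was fragmented with micrococcal nuclease, and libraries followed standard Illumina procedures. The labels mark 6 of the 9 libraries as re-analysed earlier data. These are all 3 wild-type libraries, both EP H3K4me3 libraries and 1 of the 2 EK H3K4me3 libraries. Every sample was assigned to its group from its title.

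The authors deposited 6 peak lists, an H3K4me3 list and a list of peaks with both marks for each genotype. Per the description deposited with the files, reads were mapped to mm10, and each list holds the peaks detected at a fixed set of known PRDM9-dependent H3K4me3 sites taken from an earlier series. The wild-type and EP H3K4me3 lists were reproduced from that series, and the EK signal track merged its replicates. That the EK list pools them in the same way is inferred from there being 1 list. The aligner, peak caller, detection threshold and input control are not stated. Each list gives a chromosome, a start and an end per peak, with no score, height, p-value or read count, so the read depth behind each peak is unknown. There is 1 list per genotype and kind, so no value has an error between replicates, and intervals cover sampling of peaks only. A signal track of the same libraries was not used here.

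The restriction to a fixed site set has consequences for the measurements. A mutant peak elsewhere in the genome could not enter a list, so a high overlap between mutant and wild-type lists was built in. Every double-marked interval lay wholly inside an H3K4me3 interval of the same genotype, so the double-marked lists behave as parts of the H3K4me3 lists. Many borders were identical to the base between lists, so an interval's width is not always the width of the underlying peak.

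Lists were read with pandas 2.3.3 in Python 3.11.15 and compared by overlap. A peak counted as shared when it overlapped a peak of the other list by at least 1 bp. A wild-type peak was called kept in a mutant when a peak of that mutant's H3K4me3 list overlapped it, and double-marked when a peak of the double-marked list overlapped it. Shares have 95% Wilson intervals. Unmatched shares were compared with two-sided Fisher's exact tests, and shares over the same wild-type peaks with two-sided exact McNemar tests (SciPy 1.17.1). Median widths were compared with two-sided permutation tests of 100000 resamples, for which the smallest possible p is 1e-05. Overlap by chance came from 1000 random placements of a mutant's peaks within their chromosomes and describes a genome-wide chance level only, since the site set fixes it far below the observed overlap. Overlap of double-marked peaks was therefore also compared among the wild-type peaks that a mutant kept, a test added after the lists were seen. Each chromosome's length was taken as the farthest coordinate in the lists and the gene table. Odds ratios stratified by wild-type width are Mantel-Haenszel estimates (statsmodels 0.14.6). Benjamini-Hochberg adjustment was made over the 3 genotype pairs for double-marking, over the 4 tests of X-linkage, over the 4 tests of gene boundaries and over the 10 deciles of wild-type width. Peaks are not replicates: all these tests compare lists, not populations of mice.

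Gene names and spans came from a RefSeq table of assembly GRCm38.p6, whose chromosome coordinates are those of mm10. It gave coordinates for 49993 genes, 21896 of them protein-coding. Strand, exons and transcription start sites were not used here, so the planned test of distance to start sites was not run, and neither was the planned exclusion of peaks near start sites. In their place, peaks within 1 kb of either boundary of a protein-coding gene were counted, a choice made after the lists were seen. Whether a site is exonic or intronic was not analysed here.

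Apart from the additions named in this section, the tests, the sites to be named and the first group of alternatives below were fixed before the data were examined. The rule for named sites was: at most 5 sites double-marked in all 3 genotypes, widest wild-type peak first, and at most 2 double-marked sites per mutant outside every wild-type double-marked peak, widest first. The alternatives were overlap of at least 50% of the shorter peak, midpoints at most 500 bp apart, peaks at least as wide as their list's median (the lists have no score for a stricter threshold, and the double-marked lists were restricted too, so 2171 wide wild-type peaks lost their double-marked status in this setting), merging of peaks within 500 bp, autosomes only, random shifts of 10 to 100 kb in place of random placements, and mean log2 width in place of the median. The split of wild-type peaks into 10 deciles by width, the test of peaks kept in 1 mutant alone, the comparisons of double-marking at peaks kept in both mutants, the restriction of the wild-type H3K4me3 list alone to wide or to narrow peaks and the exclusion of peaks near gene boundaries were added after the lists were seen. The odds ratio of keeping a peak in both mutants, the 5 kb limit for gene boundaries and the use of genes of any biotype were not planned either. Overlap counting was checked against bedtools 2.31.1, with 0 differences in 72 comparisons. The overlap, placement, permutation and odds ratio code was tested on simulated data with known answers: all 3685 peaks of a known subset were recovered, and a width shift was found in 99 of 100 simulated lists against 4 of 100 with no shift. For random lists, 6 of 100 had a placement p of at most 0.05. A simulated odds ratio of 5 was estimated as 5.31.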

Results

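H3K4me3 and H3K36me3 were profiled in spermatocytes of wild-type C57BL/6J mice and of mice homozygous for either of 2 substitutions of glutamate 360 of PRDM9, to proline (EP) or to lysine (EK). PRDM9 is the methyltransferase that places both marks on nucleosomes at its DNA binding sites in early meiosis, and the labels describe both substitutions as severe catalytic hypomorphs. The comparison asked how far each substitution of the same residue reduces the 2 marks at PRDM9-dependent sites in vivo. There were 2 H3K4me3 libraries and 1 H3K36me3 library per genotype, all from spermatocytes at 14 days after birth. The deposited lists hold 1 set of peaks per genotype at a fixed set of known PRDM9-dependent sites, with positions only. The values below therefore have no replicate error and an unknown read depth, and each test compares lists of peaks. Per the labels, the wild-type H3K36me3 library and both EP H3K4me3 libraries were earlier data, 1 of the 2 EK H3K4me3 libraries was earlier data, and both mutant H3K36me3 libraries were new. The series design text names only wild type and EP as sources of earlier H3K4me3 data, and the description deposited with the files sides with the labels on the EK library. With 1 list per genotype, library batch and genotype cannot be told apart, for double-marking above all.

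The wild-type H3K4me3 list held 18427 peaks, which covered 22.6 Mb of mm10 with a median width of 1126 bp (interquartile range 826 to 1526 bp). The EP list held 3703 peaks over 2.78 Mb, with a median width of 693 bp. The EK list held 3307 peaks over 2.33 Mb, with a median width of 664 bp. The mutant lists thus held 20.1% (EP) and 17.9% (EK) of the wild-type number of H3K4me3 peaks. The reduction was steeper for peaks with both marks. The wild-type double-marked list held 6894 peaks, against 412 in EP and 243 in EK, or 5.98% and 3.52% of the wild-type number. Median widths of the double-marked peaks were 1336 bp in wild type, 864.5 bp in EP and 749 bp in EK. Restricting each list to peaks at least as wide as its median moved the counts most and by construction, to 9232, 1857 and 1657 H3K4me3 peaks in wild type, EP and EK.

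**Figure D1:**
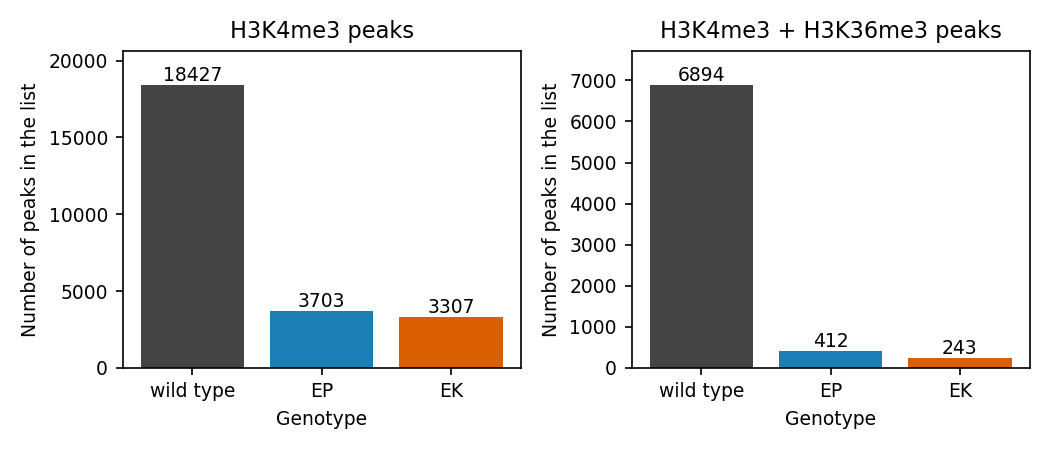
Number of peaks in each deposited list (vertical axes, from 0) for wild type, EP and EK, with H3K4me3 peaks on the left and peaks with both H3K4me3 and H3K36me3 on the right. Each bar is 1 list and has no replicate error; the mutant bars reach 3703 and 3307 on the left, and 412 and 243 on the right.

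Nearly all mutant H3K4me3 peaks lay at wild-type peaks, as the shared site set imposes. In EP, 3672 of 3703 peaks (99.2%, 95% Wilson interval 98.8 to 99.4%) overlapped a wild-type H3K4me3 peak, and in EK 3267 of 3307 (98.8%, 98.4 to 99.1%). The difference between the mutants was 0.372 percentage points (Fisher's exact test, p = 0.122). It was 1.18 percentage points (p = 0.00304 by the same exact test) when midpoints at most 500 bp apart counted as shared. In the lists restricted to wide peaks it was 29.7 percentage points, a product of unequal cutoffs. These were 1126 bp in wild type, 693 bp in EP and 664 bp in EK. Mutant peaks thus stayed where a narrower wild-type peak was left out. EK kept narrower wild-type peaks than EP, with medians of 775 and 954 bp. Random placement within chromosomes gave a mean overlap of 1.41% for EP and 1.39% for EK over 1000 placements. With all lists confined to the same sites, this chance level had to lie far below the observed shares, and it is given as a description only.

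Seen from the wild-type list, EP kept 3661 of 18427 peaks (19.9%, 19.3 to 20.4%) and EK kept 3262 (17.7%, 17.2 to 18.3%). Of these, 1031 peaks were kept in EP alone and 632 in EK alone, a difference of 2.17 percentage points (exact McNemar test, p = 1.05e-22). In the lists restricted to wide peaks the kept shares were 14.8% and 7.87%. Both mutants kept 2630 peaks, which was 4.06 times the 648.1 expected if the mutants kept peaks independently. The odds ratio of keeping a peak in both was 57.0 (95% interval 51.2 to 63.5). Of the EK-kept wild-type peaks, 80.6% were also kept in EP, and of the EP-kept peaks, 71.8% were also kept in EK. Counted over each mutant's own list, 71.8% of EP peaks overlapped an EK peak (70.3 to 73.2%) and 80.1% of EK peaks overlapped an EP peak (78.7 to 81.5%). Neither mutant kept 14134 wild-type peaks, 76.7% of the list.

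A small number of mutant peaks had no wild-type peak. These were 31 EP and 40 EK peaks. Of the 31 EP peaks, 28 (90.3%, 75.1 to 96.7%) overlapped an EK peak, compared with 2631 of the 3672 EP peaks at wild-type peaks (Fisher's exact test, p = 0.0252). Of the 40 EK peaks, 24 (60%, 44.6 to 73.7%) overlapped an EP peak, compared with 2626 of 3267 at wild-type peaks (Fisher's exact test, p = 0.00406). The EP difference was not past the threshold with the midpoint rule (p = 0.624, exact test) and changed sign without peaks near gene boundaries (p = 0.462, exact test). Both settings also changed which EP peaks counted as having no wild-type peak, so the groups compared were not the same.

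The share of H3K4me3 peaks that were also in the double-marked list was 37.4% in wild type (36.7 to 38.1%, 6892 of 18427). It was 11.1% in EP (10.2 to 12.2%, 412 of 3703) and 7.35% in EK (6.51 to 8.29%, 243 of 3307). All 3 pairwise differences were past the threshold by Fisher's exact test with Benjamini-Hochberg adjustment. The wild-type share exceeded EP by 26.3 percentage points (exact test, adjusted p = 2.11e-245) and EK by 30.1 percentage points (exact test, adjusted p = 1.46e-308). EP exceeded EK by 3.78 percentage points (exact test, adjusted p = 5.32e-08). Compared over the same peaks, the differences from wild type were smaller. Of the 2630 wild-type peaks kept in both mutants, 740 were double-marked in wild type (28.1%, 26.5 to 29.9%), 293 were double-marked in EP (11.1%, 9.99 to 12.4%) and 219 in EK (8.33%, 7.33 to 9.44%). Of these, 146 were double-marked in EP and not in EK, and 72 in EK and not in EP (exact McNemar test, p = 6.03e-07). On these peaks wild type exceeded EP by 17.0 percentage points (exact McNemar test, p = 5.84e-86) and EK by 19.8 percentage points (exact McNemar test, p = 2.25e-105). In the lists restricted to wide peaks these differences were 45.5 and 52.2 percentage points.

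Wild-type double-marked peaks were kept differently in the mutants. Of the 6894 wild-type double-marked peaks, EP kept 1414 as H3K4me3 peaks (20.5%, 19.6 to 21.5%) and EK kept 799 (11.6%, 10.9 to 12.4%). There were 677 kept in EP alone and 62 in EK alone (exact McNemar test, p = 1.25e-131). As double-marked peaks, EP kept 309 (4.48%, 4.02 to 5.0%) and EK kept 158 (2.29%, 1.96 to 2.67%), with 190 kept in EP alone and 39 in EK alone (exact McNemar test, p = 4.97e-25). Only 119 wild-type double-marked peaks (1.73%, 1.44 to 2.06%) were double-marked in both mutants.

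The wild-type H3K4me3 list was then split by double-marking. EP kept 20.5% of the 6892 double-marked peaks (19.6 to 21.5%) and 19.5% of the 11535 other peaks (18.8 to 20.2%), a difference of 1.08 percentage points that did not pass the threshold (Fisher's exact test, p = 0.0760). Without peaks near gene boundaries it was 1.41 percentage points and did pass (exact test, p = 0.0218). EK kept 11.7% of the double-marked peaks (10.9 to 12.5%) and 21.3% of the others (20.6 to 22.1%), a difference of -9.62 percentage points (Fisher's exact test, p = 2.02e-64). In both mutants the sign depended on which widths were included, and within each width class it was the same in EP and EK. Among wild-type H3K4me3 peaks narrower than the median, EP kept 17.7% of 1271 double-marked and 22.5% of 7924 other peaks, a difference of -4.79 percentage points (Fisher's exact test, p = 0.000104). EK kept 17.2% and 27.5% of them, a difference of -10.3 percentage points (Fisher's exact test, p = 8.59e-16). Among the 9232 wild-type H3K4me3 peaks at least as wide as the median, with the other lists whole, EK kept 10.4% of 5621 double-marked and 7.59% of 3611 other peaks, a difference of 2.84 percentage points (Fisher's exact test, p = 4.35e-06). EP kept 21.2% and 12.8%, a difference of 8.37 percentage points (Fisher's exact test, p = 2.89e-25). The small difference for EP over all widths thus combined opposite signs. With every list restricted to its wide peaks the differences were 8.67 (EK) and 19.4 (EP) percentage points, but that setting also counts 2171 of the 9232 peaks as other because their double-marked interval was below its own list's median. Of the 1031 peaks kept in EP alone, 676 were double-marked in wild type (65.6%, 62.6 to 68.4%). Of the 632 kept in EK alone, 65 were (10.3%, 8.15 to 12.9%). This difference of 55.3 percentage points was a direct test of the contrast between the mutants (Fisher's exact test, p = 7.01e-119).

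**Figure D2:**
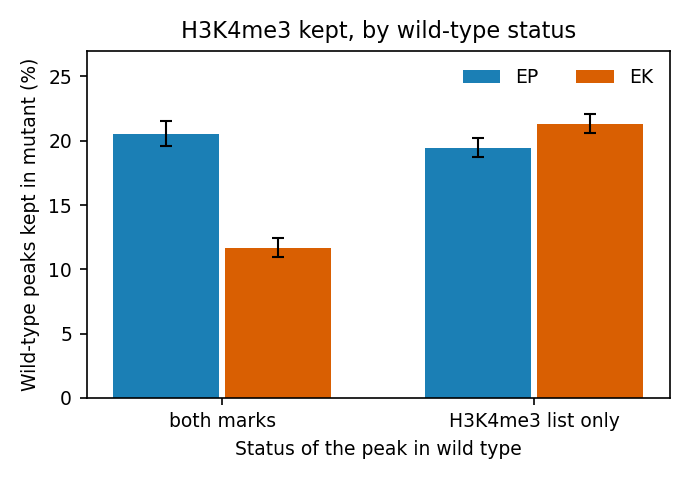
Share of wild-type H3K4me3 peaks kept in EP and in EK (vertical axis, percent), for wild-type peaks with both marks and for the other peaks of the H3K4me3 list. Error bars are 95% Wilson intervals over peaks; EK kept 11.7% of peaks with both marks and 21.3% of the others, whereas EP kept 20.5% and 19.5%, and in both mutants the difference was negative among narrow wild-type peaks (-4.79 percentage points in EP, -10.3 in EK) and positive among wide ones (8.37 and 2.84).

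Kept and lost wild-type peaks also differed in width. Peaks kept in EP had a median width of 954 bp and those lost 1140 bp, a difference of -186 bp (permutation test, p = 1e-05, the smallest it can give). Peaks kept in EK had a median of 775 bp and those lost 1186 bp, a difference of -411 bp (permutation test, p = 1e-05). The difference in mean log2 width for EP was -0.017 (permutation test, p = 0.132), and among peaks at least as wide as the median both differences changed sign, to 752.5 bp for EP and 782 bp for EK. A single median did not describe these lists, because the kept share did not change in one direction with width. In the narrowest decile of wild-type peaks (116 to 635 bp, 1852 peaks), EP kept 47.6% (45.4 to 49.9%) and EK 55.5% (53.2 to 57.7%). In the sixth decile (1127 to 1273 bp), EP kept 6.24% and EK 6.08%, which did not differ (exact McNemar test with Benjamini-Hochberg adjustment, p = 0.791). In the widest decile (1948 to 5524 bp, 1840 peaks), EP kept 58.3% (56.0 to 60.5%) and EK 27.3% (25.3 to 29.4%). The mutants differed in opposite directions at the ends of this range. In the narrowest decile, 187 peaks were kept in EK alone and 42 in EP alone (exact McNemar test, adjusted p = 1.66e-22). In the widest decile, 10 were kept in EK alone and 581 in EP alone (exact McNemar test, adjusted p = 3.33e-156). EK kept more than EP in each of the 5 narrowest deciles and less in each of the 4 widest.

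**Figure D3:**
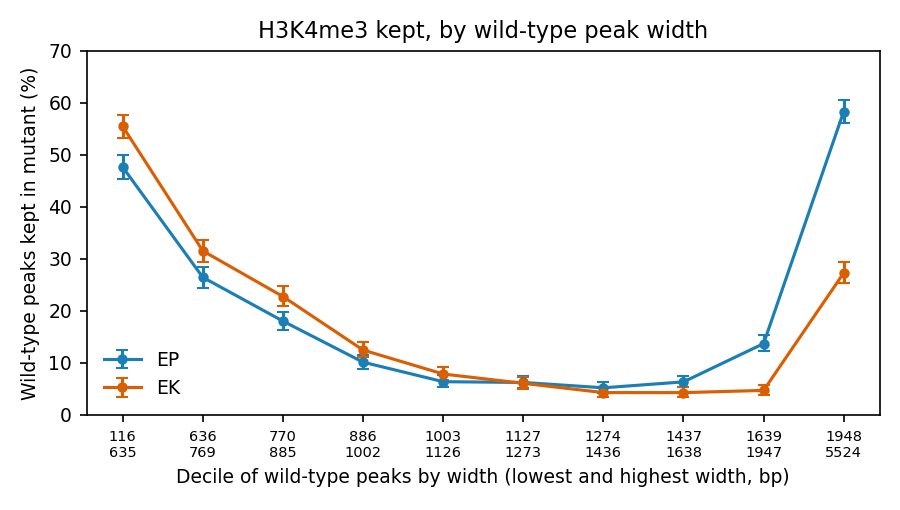
Share of wild-type H3K4me3 peaks kept in EP and in EK (vertical axis, percent) by decile of wild-type peak width (horizontal axis, lowest and highest width of each decile in bp). Points are shares and bars 95% Wilson intervals over peaks; both curves are high at the left, near 6% in the sixth decile and high again at the right, where EP reaches 58.3% and EK 27.3%.

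Widths of the kept peaks in the mutants followed the same division. In the widest decile, the mutant intervals had a median of 0.463 (EP) and 0.447 (EK) times the width of the wild-type interval. In the narrowest decile, the ratios were 0.920 and 1.00, with borders often identical to those of the wild-type interval. The share of kept wild-type peaks that were double-marked in the mutant was also highest in the widest decile, at 22.6% in EP (20.2 to 25.1%, 242 of 1073) and 20.5% in EK (17.2 to 24.3%, 103 of 502). In the narrowest decile these shares were 5.90% (4.52 to 7.65%) and 5.45% (4.22 to 7.01%).

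Of the mutant double-marked peaks, 309 of 412 in EP (75%, 70.6 to 78.9%) and 158 of 243 in EK (65.0%, 58.8 to 70.7%) overlapped a wild-type double-marked peak. The difference of 9.98 percentage points was past the threshold (Fisher's exact test, p = 0.00731), but not in the lists restricted to wide peaks, where it was 9.76 percentage points (exact test, p = 0.0552). Random placement gave 0.596% and 0.604% on average, which the shared site set again fixed far below the observed shares. A closer reference is the wild-type peaks that each mutant kept, of which 38.7% (EP) and 24.7% (EK) were double-marked in wild type. Among those kept in EP, 309 of the 410 double-marked in EP were double-marked in wild type, against 1107 of the 3251 others, a difference of 41.3 percentage points (Fisher's exact test, p = 6.62e-58). Among those kept in EK, the numbers were 158 of 241 and 647 of 3021, a difference of 44.1 percentage points (Fisher's exact test, p = 1.34e-44). Restricted to wide peaks, these differences were 16.7 and 20.5 percentage points. Of the 103 EP and 85 EK double-marked peaks outside the wild-type double-marked list, 101 and 82 lay at a wild-type H3K4me3 peak. The mutants shared 147 double-marked peaks, 35.7% of the EP list (31.2 to 40.4%) and 60.5% of the EK list (54.2 to 66.4%).

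The widest of the 119 sites double-marked in all 3 genotypes lay on chromosome 4 at 139204946 to 139209960, within the span of Capzb (gene identifier 12345). Its double-marked interval was 5015 bp wide in wild type, 2353 bp in EP and 2219 bp in EK. The next was on chromosome 8 at 32248169 to 32252443, within Nrg1 (211323), with widths of 4275, 1613 and 1546 bp. The third, on chromosome 12 at 26687238 to 26691328, and the fourth, on chromosome 3 at 38520351 to 38524327, overlapped no gene of the annotation. Their widths were 4091, 1766 and 1310 bp, and 3977, 2024 and 1404 bp. The fifth lay within Hpse2 (545291) on chromosome 19 at 43329293 to 43332687, with widths of 3395, 1694 and 835 bp. None of these had an annotated gene boundary within 1 kb. The widest double-marked peak outside the wild-type double-marked list was the same site in both mutants, within Dennd1a (227801) on chromosome 2, at 38136412 to 38138958 in EP and 38136552 to 38138842 in EK. The second was on chromosome 10 at 92680031 to 92682015, outside annotated genes, in EP, and within Dock3 (208869) on chromosome 9 at 107051290 to 107052966 in EK. Each of these overlapped a wild-type H3K4me3 peak. Coordinates are mm10, counted from 1.

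The X-linked share of peaks did not differ detectably between either mutant and wild type, and the distribution over the autosomes was not tested. The X chromosome held 622 of the wild-type H3K4me3 peaks (3.38%), 135 of the EP peaks (3.65%) and 106 of the EK peaks (3.21%). It held 3.25%, 2.18% and 1.65% of the double-marked peaks of wild type, EP and EK. None of the 4 comparisons with wild type passed the threshold (Fisher's exact tests, adjusted p from 0.533 to 0.675, none with an unadjusted p below 0.05). The tests treat the lists as independent although mutant peaks lay largely at wild-type peaks, and no matched test was made. The EK difference for H3K4me3 changed sign, to 0.169 percentage points, in the lists restricted to wide peaks.

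Mutant peaks lay near gene boundaries slightly more often than wild-type peaks. A boundary of a protein-coding gene, at either end, lay within 1 kb of 3.85% of the wild-type H3K4me3 peaks (3.58 to 4.14%), 5.29% of the EP peaks (4.62 to 6.06%) and 5.65% of the EK peaks (4.92 to 6.49%). Both mutants exceeded wild type (Fisher's exact tests, adjusted p = 0.000181 and 1.56e-05). These tests treat the lists as independent although mutant peaks lay largely at wild-type peaks, so their p-values are approximate. Over the wild-type peaks alone, 6.46% of those kept in both mutants lay near a boundary (5.59 to 7.47%). Of those kept in neither, 3.25% did (2.97 to 3.55%). For double-marked peaks the shares were 3.39%, 6.80% and 7.41% (adjusted p = 0.00124 and 0.00369 against wild type, exact tests). With a limit of 5 kb the H3K4me3 shares were 15.7%, 24.1% and 26.3%, and the double-marked shares 13.8%, 30.3% and 39.9%. Counting genes of any biotype within 1 kb, the double-marked lists no longer differed from wild type (adjusted p = 0.173 and 0.134, exact tests). Across the settings tried, the adjusted p for these lists ran from 1.07e-16 (EP) and 1.42e-22 (EK), both with the 5 kb limit, to 1 among wide peaks. Restricting lists to wide peaks removed the H3K4me3 differences, which were then 0.516 and 0.217 percentage points, and changed the sign for EP double-marked peaks.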

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

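The test within the narrowest decile of width was chosen after its result was seen, and the other tests of explanations here before theirs. Both patterns come from lists with no score or read count, so interval width was the only measure of strength used.

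The mutants differed in which wild-type peaks they kept. Among peaks kept in 1 mutant only, 65.6% of those kept in EP and 10.3% of those kept in EK were double-marked in wild type, a difference of 55.3 percentage points that was itself tested. Lower depth or weaker enrichment in EK was weighed first. The widest 3307 EP peaks, as many as the EK list holds, kept wild-type peaks of which 41.2% (39.5 to 42.9%) were double-marked, against 24.7% (23.2 to 26.2%) for EK. Selecting by width favours double-marked peaks, so this value alone decides little. A loss of detection in EK at sites of every kind would place EK below EP among narrow peaks too. In the narrowest decile EP minus EK was -7.83 percentage points, which argues against a loss at all sites. A weaker PRDM9-dependent signal in EK stays open, because narrow intervals may be parts of broader regions, as described below. Proximity to genes as the whole source is also argued against. Leaving out peaks within 1 kb of a protein-coding boundary removed few peaks and gave 56.6 percentage points. Leaving out those within 5 kb of a boundary of any gene removed 307 of the 1031 peaks kept in EP only and 237 of the 632 kept in EK only, and the difference was 55.9 percentage points (Fisher's exact test, p = 4.60e-79). Wild-type width accounted for at least part of the pattern: the odds ratio of double-marking fell from 16.6 (12.5 to 22.1) to 4.40 (3.05 to 6.34) within deciles of width. Whether width accounts for the rest was not decided. The widest decile, with 581 of the 1031 peaks kept in EP only, spans 1948 to 5524 bp. Interval widths may also be trimmed.

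The direction of the difference between mutants turned over with width. Of the peaks kept in 1 mutant only, 98.3% of those in the widest decile were kept in EP (581 of 591), against 18.3% in the narrowest decile (42 of 229). The difference of 80.0 percentage points was tested directly (Fisher's exact test, p = 3.05e-128). The value of -7.83 percentage points for EP minus EK in the narrowest decile argues against an EK list that is weaker at every site. For the reason given above, it does not test a weaker PRDM9-dependent signal in EK. A difference between the substitutions in how much activity remains at broad wild-type sites stays open as an untested hypothesis. So does library batch: both EP H3K4me3 libraries and 1 of the 2 EK libraries are earlier data, per the labels and the deposited description, and no list per library was used here. The series design text names no earlier EK data, and on that reading the batches of the EP and EK H3K4me3 libraries would differ completely. Background in the libraries was not tested.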

How the results depend on the processing

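Across 448 recomputed values, 374 counted as unchanged, 50 values without a test moved, 10 became weaker, 5 stronger and 9 reversed. Unchanged meant the same direction and side of the threshold, or a value within its interval. Numbers of peaks per list have no interval and counted as unchanged within a factor of 1.5. By these rules, requiring 50% of the shorter peak and leaving out the sex chromosomes changed no result, and merging peaks within 500 bp moved 1 median width only. No paired analysis was possible because each genotype has 1 list over all its libraries, and for the same reason replicates were not left out in turn. The planned exclusion of peaks near transcription start sites, and the test of distance to them with its 5 kb alternative, were not run, since strand was not used here. Shifts of 10 to 100 kb in place of random placements left the chance overlap low, as the shared site set requires, and test nothing further.

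Restricting every list to peaks at least as wide as its median changed most. It removes narrow wild-type and narrow mutant peaks together, and it also takes double-marked status from 2171 of the 9232 wide wild-type peaks, so that 37.4% of them count as double-marked in place of 60.9%. By construction the lists shrank, from wild type to EP to EK, to 9232, 1857 and 1657 H3K4me3 peaks and to 3450, 206 and 122 double-marked peaks. In EP and EK, 73.6% and 43.9% of H3K4me3 peaks then overlapped a wild-type peak, a difference of 29.7 percentage points, now past the threshold. This fall came from the higher cutoff of the wild-type list, which left out wild-type peaks at which mutant peaks stayed. The kept shares of wild-type peaks were 14.8% and 7.87%. EP peaks overlapped EK peaks in 59.4% of cases and EK peaks EP peaks in 66.6%. Wild-type double-marked peaks were kept as H3K4me3 peaks in 26.9% (EP) and 13.3% (EK). The kept share of double-marked minus other wild-type peaks was 19.4 percentage points in EP, now past the threshold, and 8.67 in EK, a reversal. With the wild-type H3K4me3 list alone restricted, a setting chosen after the data were seen, they were 8.37 in EP and 2.84 in EK, also past the threshold and a reversal for EK. Among the narrower wild-type peaks they were -4.79 in EP, a reversal, and -10.3 in EK. Both signs thus turned with wild-type width, the double-marked status intact, and the parts of the larger values due to status and to narrow mutant peaks were not separated. Mutant double-marked peaks overlapped wild-type ones in 81.1% (EP) and 71.3% (EK), and the difference of 9.76 percentage points was no longer past the threshold. Kept minus lost median width reversed to 752.5 bp (EP) and 782 bp (EK). The narrowest decile of the remaining peaks was kept in 3.46% (EP) and 3.68% (EK), a difference of -0.216 percentage points, and the widest decile in 73.3% and 42.6%. Narrowest minus sixth decile became -2.84 percentage points in EP, counted as a reversal, and 0.197 in EK. Deciles were drawn anew from the remaining wild-type peaks, all at least 1126 bp wide, so each held different peaks. The high keeping of the narrowest peaks of the whole list was thus not tested again. The often kept narrow peaks were also left out of the width difference. How far the cutoffs of the mutant lists added to these changes was not tested. The X-linked share of EK minus wild-type H3K4me3 peaks changed sign to 0.169 percentage points, without passing the threshold in either setting. Near gene boundaries, mutant minus wild-type shares were 0.516 (EP) and 0.217 (EK) percentage points for H3K4me3 peaks, and -0.247 (EP, reversed) and 0.119 (EK) for double-marked peaks, none past the threshold. The cause of these last changes was not tested.

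With midpoints at most 500 bp apart, 97.7% of EP and 96.6% of EK peaks matched a wild-type peak, and the difference of 1.18 percentage points passed the threshold. The share of EP peaks shared with EK, inside minus outside wild-type peaks, was then -3.24 percentage points and no longer past it. Without peaks near gene boundaries, which were removed from each list separately, 98.4% (EP) and 98.1% (EK) of peaks overlapped wild type. EP's share shared with EK, inside minus outside wild-type peaks, reversed to 4.61 percentage points. EP peaks whose wild-type peak had been removed then counted as outside, so this was not the same comparison. EP's kept share of double-marked minus other peaks passed the threshold at 1.41 percentage points, and the cause was not tested. The difference in mean log2 width between EP-kept and lost peaks was -0.017 and not past the threshold. With genes of any biotype, the double-marked share near a boundary exceeded wild type by 2.01 (EP) and 3.10 (EK) percentage points, neither past the threshold. Differences of EP from EK were recomputed for the share of peaks kept, for double-marking and for the keeping of wild-type double-marked peaks. They kept their direction and passed the threshold in every setting where they were recomputed. They were not recomputed with the wild-type H3K4me3 list alone restricted. Among its narrow peaks, EP kept 17.7% of double-marked and 22.5% of other peaks, against 17.2% and 27.5% in EK. The direction was thus reversed for the other peaks, with little difference for double-marked ones. Among its wide peaks, EP kept more of both classes. Library batch was not varied in any setting, and the wild-type H3K36me3 library is earlier data while both mutant ones are new. The unknown depth limits all counts: a peak missing from a mutant list was not detected, which is not evidence of its absence.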

Other observations

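The test of a single fall in signal, and the test of protein-coding gene boundaries among narrow peaks, were chosen after their results were seen. The other tests here were fixed before theirs.

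Both mutants kept the narrowest and the widest wild-type peaks more often than those between. If width follows signal strength, one general fall in signal with one detection threshold would make keeping rise with wild-type width. The narrowest decile was instead kept more often than the sixth by 41.4 percentage points in EP and 49.4 in EK. These values do not decide against a single fall, because narrow widths may come from the processing, as described below. Protein-coding gene boundaries lay within 1 kb of 7.39% of the kept peaks of the narrowest decile (79 of 1069) and 2.81% of the lost ones, too few to account for the pattern. With genes of any biotype within 5 kb the shares were 46.7% of kept (43.7 to 49.7%) and 26.9% of lost peaks (Fisher's exact test, p = 3.55e-18), so proximity to genes goes with keeping. Away from any such boundary, the narrowest decile was still kept in 40.0% (EP) and 48.0% (EK) of cases, against 5.54% and 5.17% in the sixth decile. Whether narrow kept peaks are pieces of wider ones stays open. Of them, 7.48% had another wild-type peak within 2 kb, against 15.7% of lost ones, but the lists hold only intervals at the site set, so the rest of a wider peak need not appear as a neighbour. The width itself may be a product of the processing. Among peaks of the narrowest decile, 89.3% of those kept in EP and 90.9% of those kept in EK shared at least 1 border to the base with the mutant peak. In the widest decile, 2.14% and 4.58% did. This is what trimming each peak to a narrow site of the reference set would give, so these intervals could be parts of broader H3K4me3 regions of similar extent in all 3 genotypes. The hypothesis that such regions carry H3K4me3 from other enzymes was not tested, since no signal beyond the site borders was used here.

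Identical borders were frequent between all H3K4me3 lists. Exactly 1 border was identical in 42.5% of the 3681 overlapping pairs of EP and wild-type peaks, 54.1% of the 3280 pairs of EK and wild-type peaks, and 54.4% of the 2664 pairs of EP and EK peaks. Borders 1 to 10 bp apart were far rarer, at 204 of the 7362 borders compared between EP and wild type against 2197 identical ones. Peaks called independently would also often differ by a few bases, so these values suggest that borders were trimmed to a shared site set, a step that the description of the files does not state.

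The agreement between the mutants did not come from width or gene boundaries alone. The odds ratio of keeping a wild-type peak in both mutants was 101.0 (84.2 to 121.1) within deciles of wild-type width, and 57.2 (51.2 to 63.8) among the 17717 peaks more than 1 kb from protein-coding gene boundaries, a limit that removes few peaks. Among the 13307 peaks more than 5 kb from a boundary of any gene it was 58.7 (51.3 to 67.1). Either trait as the whole cause would have brought it near 1. A property of the sites that the lists do not record stays open, as do errors common to the mutant libraries.

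Some mutant double-marked peaks may carry H3K36me3 of transcribed genes rather than of PRDM9. In EP, 98 of 103 double-marked peaks outside the wild-type double-marked list overlapped the span of a protein-coding gene by at least 1 bp (95.1%), compared with 210 of 309 inside it (68.0%), a difference of 27.2 percentage points (Fisher's exact test, p = 1.57e-09). In EK the shares were 83 of 85 (97.6%) and 110 of 158 (69.6%), a difference of 28.0 percentage points (Fisher's exact test, p = 2.67e-08). Wild-type double-marked peaks overlapped protein-coding genes in 49.4% of cases (48.2 to 50.6%), against 74.8% (70.3 to 78.7%) for EP and 79.4% (73.9 to 84.0%) for EK double-marked peaks as a whole. The H3K4me3 lists differed much less, at 53.9%, 58.0% and 57.1%. The test fits H3K36me3 of gene bodies as a source for these peaks, and the counts of 412 and 243 double-marked peaks would then overstate the sites where a mutant PRDM9 placed both marks. Transcription in these cells was not analysed here, and gene spans do not show which genes were expressed. Of these peaks, 101 of 103 in EP and 82 of 85 in EK lay at a wild-type H3K4me3 peak that was not double-marked. Gene bodies as a source do not by themselves explain why such sites missed the wild-type double-marked list. The reason was not tested.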
